# *Schistosoma japonicum*-derived peptide SJMHE1 ameliorates allergic symptoms and responses in mice with allergic rhinitis

**DOI:** 10.3389/fcimb.2023.1143950

**Published:** 2023-06-06

**Authors:** Xuerong Gao, Chaoming Mao, Tingting Zheng, Xiaowei Xu, Xinkai Luo, Shan Zhang, Jiameng Liu, Xuefeng Wang, Xiaojun Chen, Liyang Dong

**Keywords:** *Schistosoma japonicum* peptide SJMHE1, allergic rhinitis, spleen, CD19 cells, Bregs

## Abstract

Helminth derived excretory/secretory molecules have shown efficacy in the treatment of allergic asthma in mice, but their roles in allergic rhinitis (AR) are little known. In this study, we aimed to determine the intervention effect of SJMHE1, a *Schistosoma japonicum* derived small molecular peptide, on ovalbumin (OVA)-induced AR mice and investigate its possible mechanism. AR was induced in BALB/c mice, following which the mice were treated with phosphate-buffered saline (PBS), OVA^323-339^ and SJMHE1 respectively. SJMHE1 treatment improved clinical symptoms (rubbing and sneezing), suppressed infiltrates of inflammatory cells and eosinophils in nasal mucosa, modulated the production of type-2 (IL-4 and IL-13) and anti-inflammatory (IL-10) cytokines in the nasal lavage fluids (NLF), spleen, and serum. To investigate the underlying mechanism, fluorescein isothiocyanate (FITC)-labeled SJMHE1 was subcutaneously injected into AR mice, and we found that the FITC-SJMHE1 could accumulate in spleen, but not in nasal mucosa. FITC-SJMHE1 mainly bound to CD19 positive cells (B cells), and the SJMHE1 treatment significantly increased the proportion of regulatory B cells (Bregs) and B10 cells, along with the enhancement of PR domain containing protein 1 (Prdm1) protein levels. SJMHE1 may alleviate AR by upregulating Bregs, and has great potential as a new avenue for the AR treatment.

## Introduction

Allergic rhinitis (AR) is a common allergic inflammatory disease of the nasal airways, affecting 10%-40% of the global population, and having become a serious global public health concern (Brozek et al., 2017; Bousquet et al., 2020). Type-2 immune environment is the fundamental element of AR, which induces immunoglobulin E (IgE) produce and results in the appearance of symptoms such as rubbing and sneezing (Meng et al., 2019). Antihistamines, corticosteroids and antileukotrienes are effective for the symptom management of AR patients, however they cannot induce the disease regression, which prompts us to seek new therapeutic strategies.

Epidemiological studies exhibited an inverse geographic distribution of allergic inflammatory response and parasitic infections (Okada et al., 2010). Based on this, helminth therapy, especially helminth derived excretory/secretory molecules (helminth-E/S) (Harnett and Harnett, 2010), has rapidly been attempted as potential option to control dysregulated allergic responses. Indeed, some helminth-E/S, such as ES-62 (Rzepecka et al., 2014; Coltherd et al., 2016), HpARI (Osbourn et al., 2017), rSjP40 (Ren et al., 2016) and AIP-2 (Navarro et al., 2016), were reported to effectively prevent allergic airway inflammation in asthmatic mice, which confirmed that helminth-E/S are a new promising drugs for the treatment of allergic disease (Cruz et al., 2017; Bohnacker et al., 2020; Lothstein and Gause, 2021).

We have identified a peptide from the heat shock protein 60 (HSP60) of *Schistosoma japonicum* and named it SJMHE1 (Wang et al., 2009). In comparison with the above-mentioned helminth-E/S, SJMHE1 is a small molecule. SJMHE1 could suppress the inflammatory response in mice with ovalbumin (OVA)-induced delayed-type hypersensitivity (Wang et al., 2016), collagen-induced arthritis (Wang et al., 2017) and dextran sulfate sodium-induced colitis (Shan et al., 2021). Moreover, SJMHE1 ameliorated the airway inflammation of OVA-induced asthmatic mice and down regulated the expression of type 2-related cytokines (such as IL-4 and IL-13) (Zhang et al., 2019; Li et al., 2021). We hypothesized that SJMHE1 might be effective for the treatment of AR.

In this study, we explored the roles of SJMHE1 in AR mice and sought to determine its possible mechanisms.

## Materials and methods

### Peptides

Peptide SJMHE1 (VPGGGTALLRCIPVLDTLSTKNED) and its control OVA^323-339^ were synthesized and purified from Top-peptide (Shanghai, China). Polymyxin B-agarose was used to remove possible Lipopolysaccharide (LPS) contamination.

### Murine model of AR

Six week female BALB/c mice were purchased from the Comparative Medicine Centre of Yangzhou University (Yangzhou, China). Experimental AR was induced according to a previous report (Suzuki et al., 2020). Briefly, mice were sensitized with OVA (10 μg) and 2 mg of Al(OH)_3_ in 200 μl PBS intraperitoneally on days 0, 7 and 14. Subsequently, the mice were challenged intranasally with OVA (100 µg) on days 21–27 and 29-35 (once a day).

### Study design

Mice were randomly divided into four groups: Control, PBS, OVA^323-339^ and SJMHE1. Control group was normal healthy mouse. In groups PBS, OVA^323-339^ and SJMHE1, each mouse was sensitized with OVA (10 μg) and 2 mg of Al(OH)_3_ in 200 μl PBS intraperitoneally on days 0, 7 and 14, then, these mice were challenged intranasally with OVA (100 µg) on days 21–27 and 29-35. On days 0, 14 and 28, mice in the PBS, OVA^323-339^ and SJMHE1 groups were injected subcutaneously (inner thigh) with PBS (50 μL), OVA^323-339^ (10 µg; emulsified with incomplete Freund’s adjuvant) and SJMHE1 (10 µg; emulsified with incomplete Freund’s adjuvant), respectively. Mice were sacrificed at day-36, and the samples (such as nasal mucosa and serum) were collection. Study design was displayed in **Figure 1**.

**Figure 1:**
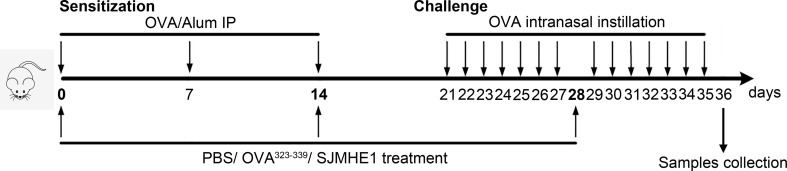
Experimental protocol for the development of allergic rhinitis and treatment with SJMHE1. BALB/c mice were sensitized with OVA and aluminum hydroxide in PBS on days 0, 7 and 14 by intraperitoneal injection (i.p.). Subsequently, the sensitized mice were challenged intranasally with OVA daily from days 21 to 27 and 29 to 35. PBS, emulsified OVA^323-339^ or SJMHE1 with incomplete Freund’s adjuvant were subcutaneously (inner thigh) injected into mice on days 0, 14 and 28. The mice were sacrificed on day 36 and the samples were collected.

### Nasal allergic symptoms

The number of nasal rubbing movements and sneezes was counted for 20 min immediately after the last OVA challenge on day 35.

### Histopathological analysis

All mice were sacrificed on day 36. The specimens of mice from each group were removed and immersed in 4% buffered paraformaldehyde, embedded in paraffin wax and sectioned at a thickness of 4 μm. Then, the paraffin-embedded sections were stained with hematoxylin and eosin (HE). Nasal mucosal smears have been used for morphological analysis (Pipkorn and Karlsson, 1988). The nasal mucosa was evenly smeared onto glass slides for Wright-Giemsa staining (BASO, Zhuhai, China).

### Nasal lavage fluids and serum cytokine detection

Levels of IL-4, IL-13 and IL-10 in the NLF and serum were measured using commercial enzyme-linked immune sorbent assay (ELISA) according to the manufacturer’s instructions (MultiSciences, Hangzhou, China).

### OVA-specific IgE measurement

The levels of OVA-specific IgE in mouse serum were carried out by ELISA in accordance with the method previously reported (Zhang et al., 2019; Li et al., 2021). The absorbance at 450 nm was detected with a microplate reader (Biotek Winooski, Vermont).

### Immunofluorescence

FITC-labeled SJMHE1 (10 µg; emulsified with incomplete Freund’s adjuvant) was injected into mice (inner thigh) subcutaneously (PBS was used as blank control). On day 3, 7, and 14, the OVA mice were sacrificed, the nasal mucosa and spleen were collected for frozen section. Finally, the sections were observed under an inverted fluorescence microscope (Nikon, Japan).

### Real-time PCR

Total RNA was extracted from the splenocytes of mice, and was reverse-transcribed into cDNA by using the Prime Script 1st Strand cDNA synthesis kit (Takara, Tokyo, Japan). Quantitative analysis of the relative mRNA expression was performed by using SYBR Premix Ex Taq (Takara) in a QuantStudio 5 Real-Time system (Termo Fisher Scientifc, Waltham, MA). All of the primers for real-time PCR were purchased from Tsingke Biotechnology (Nanjing, China). The average transcript levels of genes were normalized to β-actin. The relative mRNA expression was calculated using the formula 2^−△△Ct^ method, based on our previous description (Dong et al., 2014).

### Flow cytometry analysis

The fluorescent mAbs CD4, CD19, CD11c, F4/80, CD1d, CD5 and IL-10 were purchased from Elabscience (Wuhan, China). Intracellular staining was conducted as described previously (Yang et al., 2012). Splenocytes from mice were suspended in the presence of PMA/ionomycin mixture (Phorbol 12-myristate 13-acetate, Multisciences) and monensin (Multisciences) for 5 hours to analyze B10 cells (CD1d^hi^CD5^+^B19^+^IL-10^+^). Then, the cells were collected and stained with PE Anti-CD19 mAbs, FITC anti-CD1d mAbs and PerCP/Cyanine5.5 anti-CD5 mAbs. After removing the unbound antibodies, the cells were fixed and permeabilized with Cytofix/Cytoperm (BD Biosciences, San Jose, CA). Then, they were stained with APC mouse anti-IL-10 following the manufacturer’s instructions. The samples were performed using BD FACSCanto flow cytometer (BD Biosciences), and the results were analyzed using FlowJo Software (Version X; TreeStar, Ashland, OR).

### Western blot analysis

The proteins of the splenocytes in mice were extracted for Western Blot analysis as described previously (Dong et al., 2021). Anti-PRDM1/Blimp1 (abcam; 1:1000 dilution) and GAPDH (Proteintech, Wuhan, China; 1:1000 dilution) were used as the primary antibodies. HRP-conjugated ant-mouse IgG (Affinity Biosciences, Changzhou, China) was also utilized. ECL chemiluminescence kit (Thermo Fisher Scientific) was used for chemiluminescent detection followed by image analysis.

### RNA sequencing and analysis

1.5×10^6^ CD19^+^ cells from splenocytes were isolated by fluorescence-activated cell sorting (FACS). Total RNA samples extracted from the splenic B cells were subjected to RNA sequencing and analysis. The three samples from each group were mixed together separately for testing. RNA-seq experiment was carried out by LC-BIO Bio Technology (Hangzhou, China). After sequencing, the data were analyzed on the free online platform of LC-Bio Cloud Platform (https://www.omicstudio.cn/).

### Safety assessment of SJMHE1

Mice were treated with SJMHE1 every 2 weeks for 36 days (days 0, 14 and 28). Healthy mice were used as controls. Mice survival and body weight were recorded once a week. At day 36, mice serum were collected and the serum biochemistry including alanine aminotransferase (ALT), aspartate aminotransferase (AST), creatinine (CREA) and urea nitrogen (UREA) were measured using Beckman Coulter AU2700 automatic biochemical analyzer (Beckman Coulter, Miami, FL). Major organs (heart, liver, spleen, lungs and kidneys) of mice were collected for HE staining to assess histological changes.

### Statistical analyses

Statistical analyses were performed with GraphPad Prism 8.01 (GraphPad Software, San Diego, CA). The data are expressed as the mean ± standard deviation (SD). The groups were compared using the Student’s *t* test, one way ANOVA with Tukey Kramer *post hoc* tests. *P*<0.05 was considered statistically significant.

## Results

### SJMHE1 treatment reduced the numbers of rubbing movements and nasal sneezes in AR mice

AR mouse model was induced by OVA. PBS, OVA^323-339^ and SJMHE1 were subcutaneously injected into mice to examine the intervene effect (**Figure 1**). The number of rubbing movements and nasal sneezes were counted immediately after the last nasal challenge on day 35. Compared with control group (normal health mice), the OVA-challenged mice treated with PBS or OVA^323-339^ presented significantly increased number of rubbing movements and nasal sneezes. Compared with PBS or OVA^323-339^ group, SJMHE1 treatment dramatically reduced the nose-rubbing/sneezing events (**Figures 2A, B**), and inhibited OVA-induced skin denudation (**Figure 2C**).

**Figure 2:**
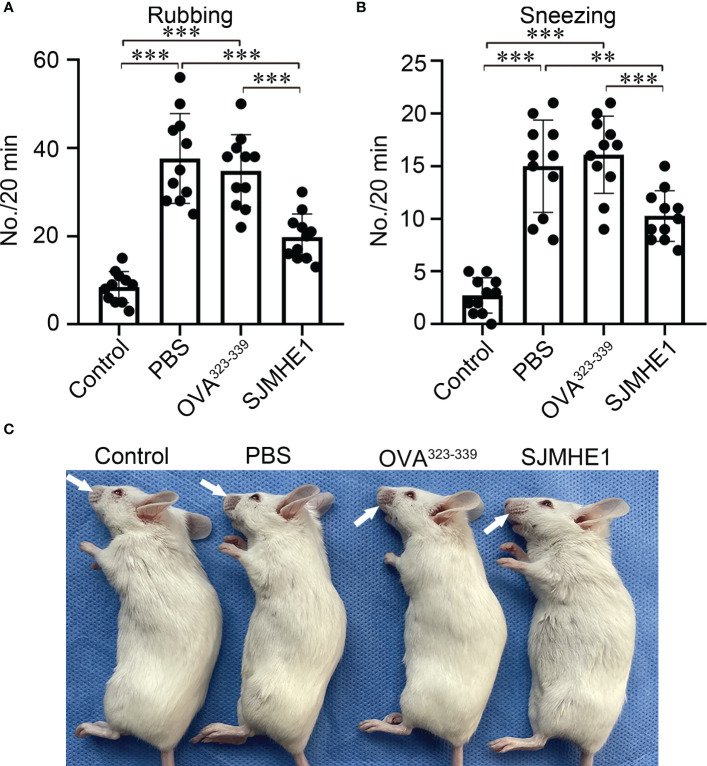
SJMHE1 treatment inhibits nasal rubbing and sneezes in allergic mice. The number of nasal rubbing **(A)** and sneezes movements **(B)** was counted for 20 min immediately after the last nasal challenge. Data are presented as mean ± SD (n = 11) from three independent experiments. Each dot represents data from one animal. **(C)** Representative image showing nasal external skin lesion induced by scratching. One-way analysis of variance (Tukey Kramer *post hoc* tests): **P<0.01, ***P<0.001.

### SJMHE1 attenuated inflammatory cell infiltration in nasal mucosa

The symptoms of AR are concentrated in the nose. Thus, the pathological changes of nasal mucosa in each group were investigated by using HE. As shown in **Figure 3A**, compared with control group, the PBS and OVA^323-339^ groups had a large amount of inflammatory cell infiltration. SJMHE1 treatment significantly reduced OVA-induced inflammatory cell infiltration. Next, the number of eosinophils in nasal mucosa was examined by using Wright-Giemsa staining. We found that SJMHE1 administration dramatically decreased eosinophils numbers, compared with PBS even or OVA^323-339^ treatments (**Figures 3B, C**).

**Figure 3:**
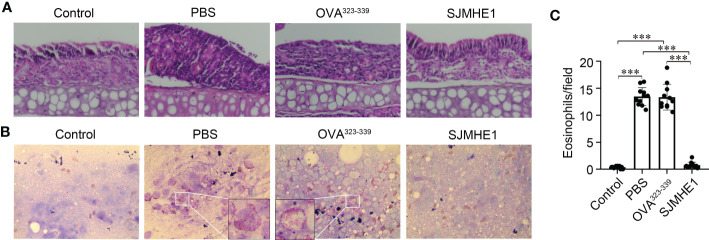
SJMHE1 treatment inhibits the development of nasal mucosa inflammation in allergic mice. **(A)** Representative photographs of HE-stained nasal mucosa sections from each group. 20× magnification. **(B)** Histological analysis of nasal mucosa from mice by Wright-Giemsa staining. 100× magnification. Representative images are showed. **(C)** The number of eosinophils in nasal mucosa was measured microscopically. Data are presented as mean ± SD (n = 11) from three independent experiments. Each dot represents data from one animal. One-way analysis of variance (Tukey Kramer *post hoc* tests): ***P<0.001.

### SJMHE1 treatment modulated cytokine expression in the NLF of AR mice

AR is accompanied by the release of type-2 cytokines, such as IL-4 and IL-13 (Eifan and Durham, 2016). As shown in **Figures 4A, B**, increased levels of IL-4 and IL-13 in NLF form PBS and OVA^323-339^ groups were observed. While, compared with PBS or OVA^323-339^ groups, treatment with SJMHE1 was able to significantly reduce the concentrations of IL-4 and IL-13. Then, the expression of IL-10, a famous anti-inflammatory factor that inhibits type 2 immune responses (Kosaka et al., 2011), was detected. No significant difference in IL-10 contents was found among the Control, PBS and OVA^323-339^ groups. SJMHE1 treatment upregulated the IL-10 levels compared with PBS and OVA^323-339^ groups (**Figure 4C**). Overall, the above results indicated that SJMHE1 could amend AR symptoms and reduce inflammatory responses in AR mice.

**Figure 4:**
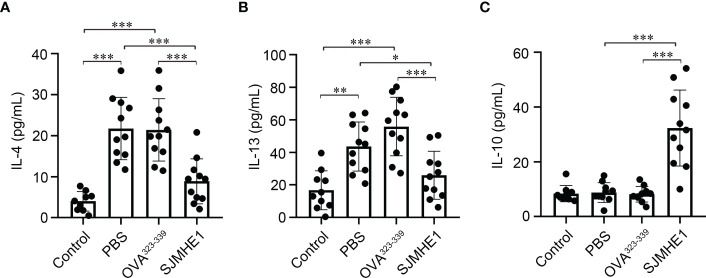
SJMHE1 treatment modulates the expression of cytokines in nasal lavage fluid (NLF) of allergic mice. On day 36, the mice were killed, and the NLF from each mouse was tested by ELISA. Statistical analysis of IL-4 **(A)**, IL-13 **(B)** and IL-10 **(C)** levels in the NLF. Data are presented as mean ± SD (n = 9-11) from three independent experiments. Each dot represents data from one animal. One-way analysis of variance (Tukey Kramer *post hoc* tests): *P<0.05, **P<0.01, ***P<0.001.

### SJMHE1 accumulated in spleen and regulate the systemic immune response in AR mice

To explore the mechanisms of SJMHE1-induced protection in AR, FITC-SJMHE (green) was injected into mice. First, the green signal in nasal mucosa was detected, as AR is a nasal airway inflammatory disease. While, no green fluorescence was observed at day 3, 7, and 14 post FITC-SJMHE1 injection. Given that SJMHE1 could regulate the spleen immune responses (Zhang et al., 2019; Li et al., 2021), we further scan the distribution of FITC-SJMHE1 in spleen. Indeed, green fluorescence was observed in mouse spleen at all inspection days (**Figure 5A**). Compared with the PBS group, the spleen mRNA levels of IL-4 and IL-13 in SJMHE1-treated mice were significantly down-regulated, and IL-10 expression was upregulated (**Figures 5B-D**). In addition, SJMHE1 treatment reduced the protein levels of IL-4 and IL-13 in serum, and increased the level of IL-10 (**Figures 5E-G**). Correspondingly, OVA-specific IgE levels in serum were significantly reduced after SJMHE1 treatment (**Figure 5H**).

**Figure 5:**
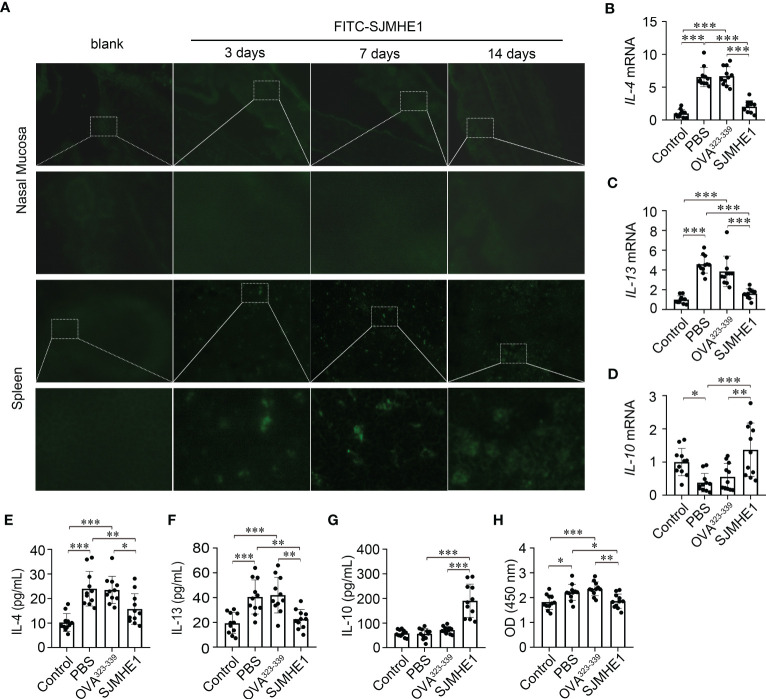
SJMHE1 accumulates in spleen and regulates the systemic immune response in AR mice. **(A)** Immunofluorescence of FITC-SJMHE1 (green) in nasal mucosa and spleen of mice at day 3, 7, and 14 after FITC-SJMHE1 treatment. Quantitative analysis for relative IL-4 **(B)**, IL-13 **(C)** and IL-10 **(D)** genes expression in the spleen of mice. Data are presented as mean ± SD (n = 11) from two independent experiments. Each dot represents data from one animal. **(E–G)** Statistical analysis of IL-4, IL-13 and IL-10 levels in the serum, respectively. Data are presented as mean ± SD (n = 11) from three independent experiments. Each dot represents data from one animal. **(H)** OVA-specific IgE level in serum of mice. Data are presented as mean ± SD (n = 11) from three independent experiments. Each dot represents data from one animal. One-way analysis of variance (Tukey Kramer *post hoc* tests): *P<0.05, **P<0.01, ***P<0.001.

### SJMHE1 mainly bound to B cells and increased the proportion of Bregs

To identify the specific cell targeted by the SJMHE1, spleen cells were collected from AR mice post FITC-SJMHE1 injection 7 days and stained by using CD4 (T cells), CD19 (B cells), CD11c (DC cells), and F4/80 (macrophage). Intriguingly, flow cytometry showed that the percentage of CD19^+^FITC^+^ cells in the spleens were the highest in relative comparison to the CD4^+^FITC^+^, CD11c^+^FITC^+^, and F4/80^+^FITC^+^ (**Figure 6A**). Therefore, B cells were regarded as the focus of attention. Then, we analyzed the co-localization between FITC-SJMHE1 and B cells using fluorescence microscopy and found most FITC signal (green) co-localize with splenic CD19 cells (red), which further verified that SJMHE1could indeed directly bind with B cells (**Supplementary Figure 1**). B cells were not expanded upon SJMHE1 treatment compared with PBS group in AR mice (**Figure 6B**). To better understand the biological processes of SJMHE1 on B cells, spleen B cells were isolated from PBS and SJMHE1 groups by flow sorting method (**Figure 6C**), and then, a global RNA sequencing was performed. 

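SJMHE1 is a small peptide derived from the parasitic worm Schistosoma japonicum. In both groups, mice aged 6 weeks at the start were sensitized with 10 μg OVA and 2 mg aluminum hydroxide on days 0, 7 and 14, and were challenged intranasally with 100 μg OVA between days 21 and 35. The mice were injected subcutaneously with 50 μl PBS or with 10 μg SJMHE1 emulsified in incomplete Freund's adjuvant on days 0, 14 and 28 and were sacrificed on day 36. The PBS group received no adjuvant at these injections, so the 2 groups differ in the peptide and in this adjuvant. For each group, B cells were sorted from the spleen and the samples of 3 mice were mixed, so that 1 pooled library stood for each group. The difference between the 2 libraries therefore has no replicate check, and no p-value across genes was computed for the values given here. The authors deposited a table of 27088 genes with a whole-number read count and an FPKM value, rounded to 2 decimals, for each gene. The paper's text does not name the aligner, the counting tool or the genome build. Of the gene identifiers in the table, 27025 were found in the GENCODE M21 annotation of the mouse genome build GRCm38, and 24347 had the same chromosome, start, end and strand there. The counts summed to 48267168 in the PBS library and 51280237 in the SJMHE1 library. The 50 most abundant genes held 17.1% of the counts in each library. At this depth, a count of 0 allows up to 3 counts, which is 0.0622 in the PBS library and 0.0585 in the SJMHE1 library when the counts are scaled to a sum of 1000000. The ratio of the FPKM values, SJMHE1 to PBS, was taken on the log2 scale without a pseudocount. Genes entered the comparison when their FPKM was at least 1 in at least 1 library and above 0 in both, which kept 12433 genes. For single genes, the 95% confidence interval of the log2 ratio was derived from the exact Clopper-Pearson interval of the 2 counts. These intervals cover counting error only, and differences between mice are not in them. The filter on low values and the pseudocount are the choices that could change the numbers most.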

Data were analyzed based on Fragments Per Kilobase per Million mapped reads (FPKM), and the comparison generated a heat map and volcano plot of differentially expressed genes (**Figures 6D, E**). 

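Across the 11366 genes with an FPKM of at least 1 in both libraries, the median log2 ratio of SJMHE1 to PBS was -0.01. For 90% of these genes, the log2 ratio lay between -0.57 and 0.49. The number of genes with an FPKM of at least 1 was 11992 in the PBS library and 11845 in the SJMHE1 library.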

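Of the genes compared, 302 had a log2 FPKM ratio above 1 and 444 had a log2 FPKM ratio below -1 in the SJMHE1 library relative to the PBS library. Protein-coding genes made up 260 of these 746 genes. Low counts lay behind many of them. For 261 of the 746 genes, both libraries held fewer than 50 counts, and for 73 genes at least 1 library held no more than 3 counts. The counting interval lay wholly past the threshold for 291 genes, and it included 0 for 62 genes. A further 38 genes were left out because they were listed at 0 in 1 library and at 1 or more in the other. The filter on low values moved the numbers most. Without it, 1367 genes were higher and 2018 genes were lower among 20426 genes.

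**Figure D1:**
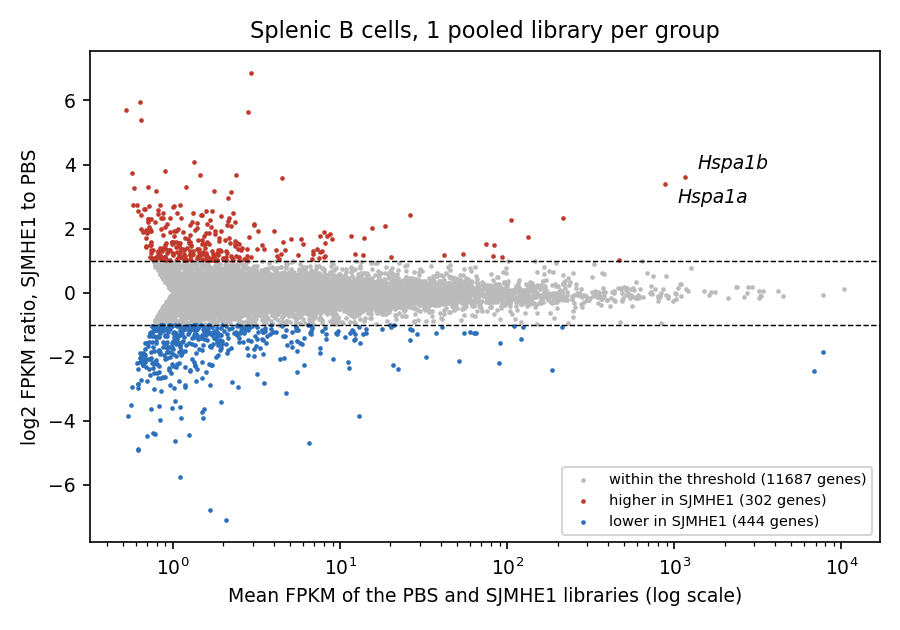
Each point is a gene. The horizontal axis gives the mean FPKM of the PBS and SJMHE1 libraries on a log scale, the vertical axis gives the log2 FPKM ratio of SJMHE1 to PBS, and dashed lines mark the threshold of 1 in either direction, past which 302 genes lie above and 444 below, many of them at a low mean FPKM.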

In total, SJMHE1 treatment showed 162 upregulated mRNAs and 292 downregulated mRNAs (**Additional file 1**). Interestingly, the most upregulated gene in above modules were *Hspa1a* and *Hspa1b* (**Figures 6E, F**), which encode heat shock protein 70 (HSP70) (Schroder et al., 2003) that are primarily expressed on Bregs (Wang et al., 2021). Bregs are immunosuppressive cells and they can inhibit immune response by producing IL-10 (Rosser and Mauri, 2015). Thus, the AR protection induced by SJMHE1 might involve in the upregulation of Bregs. Indeed, compare with the PBS group, the proportion of Bregs was increased in SJMHE1-treated mice (**Figures 6G, H**). 

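Hspa1b (ENSMUSG00000090877) lies on the minus strand of chromosome 17 from 34956436 to 34959238 in GRCm38, and Hspa1a (ENSMUSG00000091971) lies on the same strand from 34969190 to 34972156. In GENCODE M21, each gene consists of 1 exon, with a coding sequence of 1926 bases from 34957082 to 34959007 in Hspa1b and of 1923 bases from 34970003 to 34971925 in Hspa1a, flanked by untranslated regions on both sides. The FPKM of Hspa1b rose from 176 in the PBS library, with 27027 counts, to 2127 in the SJMHE1 library, with 346459 counts. This is a log2 ratio of 3.60, with a counting interval from 3.58 to 3.62. The FPKM of Hspa1a rose from 153, with 24866 counts, to 1598, with 275475 counts, a log2 ratio of 3.39 with an interval from 3.37 to 3.41. The intervals do not overlap, but the genes are close copies. Of all windows of 50 bases in the transcript, 58.8% in Hspa1a and 62.3% in Hspa1b also occur in the other gene, so the authors' counting could have split reads between them, and the level of each gene on its own is uncertain. Among genes with an FPKM of at least 1 in both libraries, Hspa1b ranked 1 and Hspa1a ranked 2 from the highest ratio, followed by the heat shock genes Hspb1, Dnajb1 and Hsph1 with log2 ratios of 2.44, 2.34 and 2.27. Among all genes compared, Hspa1b ranked 11 and Hspa1a ranked 13. The genes ranked above Hspa1b were low in the PBS library. Mfsd4a ranked 12, between Hspa1b and Hspa1a, with an FPKM of 0.69 in the PBS library and 8.29 in the SJMHE1 library. With a pseudocount of 1, Hspa1b and Hspa1a ranked 1 and 2 among all genes compared. From the rise of these genes, which encode HSP70, a protein it describes as expressed mainly on Bregs, the paper proposes that the protection by SJMHE1 might involve Bregs.

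**Figure D2:**
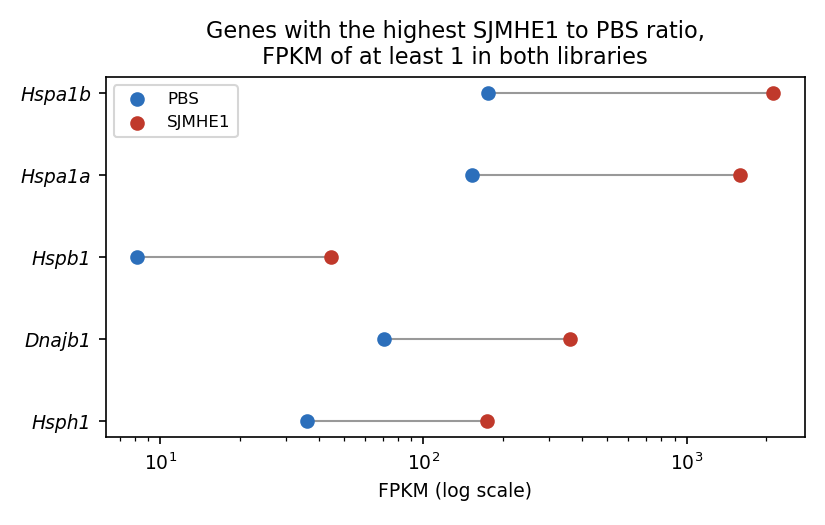
The 5 genes with the highest ratio of SJMHE1 to PBS among genes with an FPKM of at least 1 in both libraries. The horizontal axis gives FPKM on a log scale, and each gene has a blue point for the PBS library and a red point for the SJMHE1 library. Hspa1b and Hspa1a have the longest lines, with log2 ratios of 3.60 and 3.39.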

Particularly, B10 cells (CD1d^hi^CD5^+^B19^+^IL-10^+^), a major Bregs subpopulation producing IL-10 (Xie et al., 2021), were also significantly increased by SJMHE1 administration (**Figures 6I, J**).

**Figure 6:**
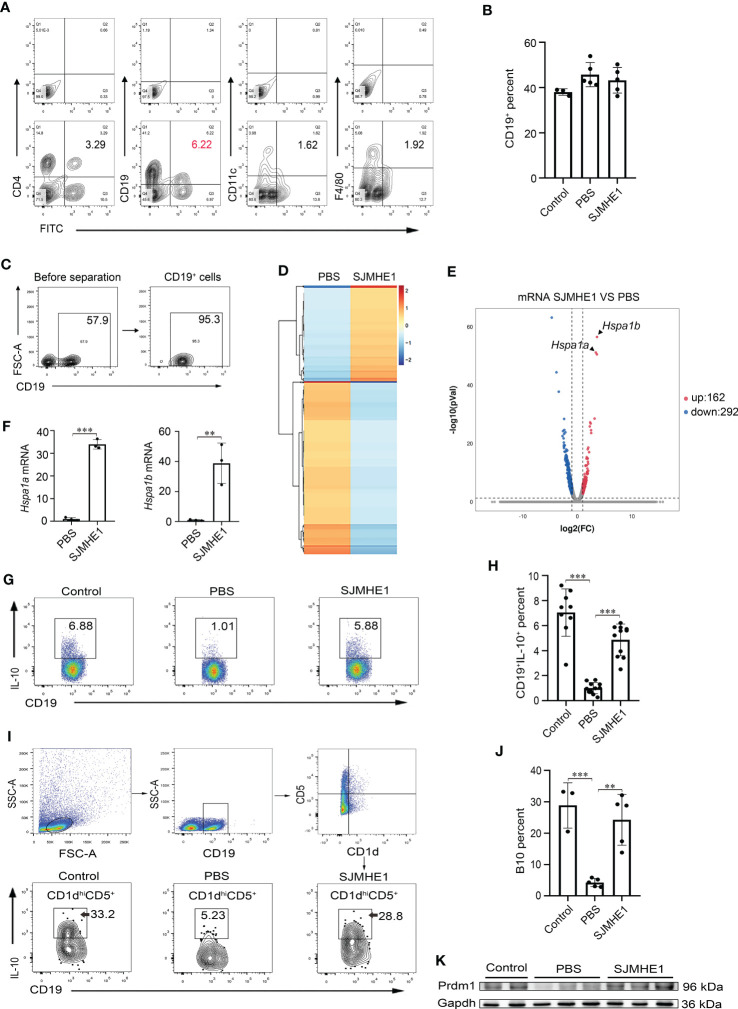
SJMHE1 binds to B cells in the spleen and upregulates the ratio of Bregs and B10 cells. **(A)** The percentages of CD4^+^FITC^+^ cells, CD19^+^FITC^+^ cells, CD11c^+^FITC^+^ cells and F4/80^+^FITC^+^ cells in spleen were analyzed by flow cytometry, and **(B)** percentage of CD19^+^ cells is shown (n = 3-5). **(C)** Splenocytes from mice were enriched for CD19^+^ cells using a flow cytometry sorter. **(D)** Gene expression profiles of the PBS and SJMHE1 groups were clustered in an unsupervised hierarchical manner. The heat map of differentially expressed genes identified by clustering analysis is shown in the figure. Each column represents a sample and each row represents a gene. Red and blue colors indicate genes with up- and down-regulated expression, respectively. **(E)** Dot plot shows 454 significantly differentially expressed (*P* < 0.05 and |log_2_FC| > 1) genes with 292 downregulated and 162 upregulated in the SJMHE1 group. FC: fold change. **(F)** Real-time PCR analysis of *Hspa1a* and *Hspa1b* mRNA levels in CD19^+^ B cells isolated from mouse splenocytes (n = 3). **(G, H)** Percentages of CD19^+^IL-10^+^ cells. Data are presented as mean ± SD (n = 9-11) from three independent experiments. Each dot represents data from one animal. **(I, J)** IL-10^+^ B-cell frequencies gated on CD1d^hi^CD5^+^ (n = 3-5). **(K)** Prmd1 expression in spleen of mice was detected by Western blotting (n = 2-3). One-way analysis of variance (Tukey Kramer *post hoc* tests) and Student’s *t* test: **P<0.01, ***P<0.001.

PR domain containing protein 1 (Prdm1) is considered as the key transcription factor for mediating Bregs differentiation (Wang et al., 2019b). Then, we detected its expression in spleen by Western blot analysis. As shown in **Figure 6K**, compared with PBS group, the protein levels of Prdm1 were enhanced in AR mice post-SJMHE1 administration.

In addition, we performed an *in vitro* experiment where splenic B cells are exposed to the SJMHE1. Compared with control, SJMHE1 could significantly induce the numbers of IL-10 producing B cells (**Figures 7A, B**). In addition, a significantly higher levels of IL-10 were found in the supernatant of the B cell treated by SJMHE1 (**Figure 7C**).

**Figure 7:**
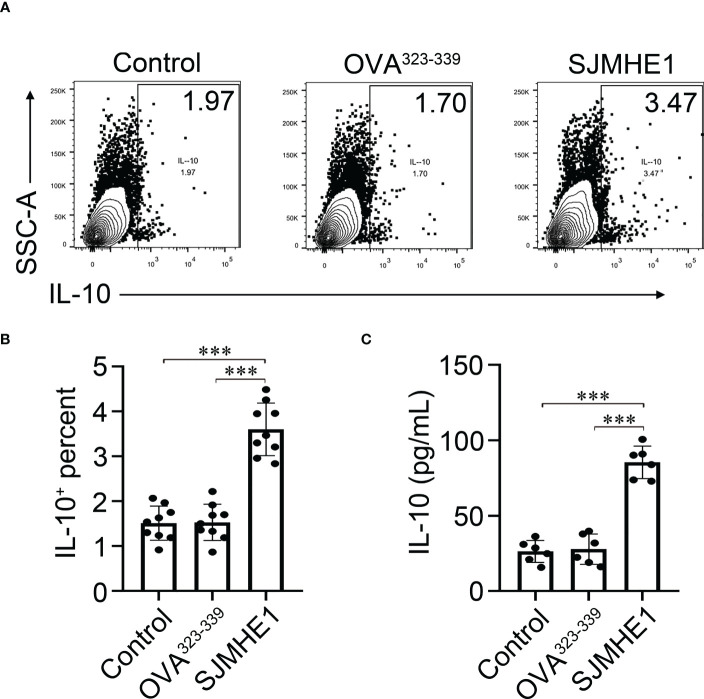
Breg cells can be generated *in vitro* by direct interaction with SJMHE1. **(A, B)** Splenic B cells from naïve mice were cultured for 24 h with SJMHE1 (0.5 μg/ml), OVA^323-339^ (0.5 μg/ml), or medium. Intracellular IL-10 expression of total B cells after addition of PMA/ionomycin and monenisn to the last 4 hours of the culture was determined by flow cytometry. Data are presented as mean ± SD (n = 9) from three independent experiments. **(C)** Splenic B cells from naïve mice were cultured with SJMHE1 (0.5 μg/ml) for 24 hours, and the protein levels of IL-10 in the supernatant were detected by ELISA. Data are presented as mean ± SD (n = 6) from two independent experiments. One-way analysis of variance (Tukey Kramer *post hoc* tests): ***P<0.001.

### OVA-induced AR mice treated with SJMHE1 display changes in the pathway in the B cells

RNA-seq analysis on the spleen B cell were also performed comparing control group versus the SJMHE1 group, and control group versus PBS group. As shown in **Supplementary Figure 2**; **Additional files 2**, **3**, compared with control group, 1588 upregulated mRNAs and 1849 downregulated mRNAs was observed in SJMHE1 group, and 1662 upregulated mRNAs and 1804 downregulated mRNAs in PBS group. Kyoto Encyclopedia of Genes and Genomes (KEGG) was used to identify the biological pathways that were enriched most significantly in the above groups, and the top 20 most significantly enriched pathways included those related to lyfomome, ferroptosis, asthma, intestinal immune network for IgA production, and so on.

In addition, KEGG pathway analysis revealed that the genes that were most significantly differentially expressed between SJMHE1 and PBS groups were those associated with cytokine-cytokine receptor interactions, T cell receptor signaling pathway, JAK-STAT signaling pathway, MAPK signaling pathway, suggesting that SJMHE1 might drive the differentiation of B cells into Bregs through multiple targets.

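KEGG annotations of the deposited table were used to count the genes past the threshold in each of these 4 pathways. The background was the 4209 genes that passed the filter on low values and carry a KEGG annotation, of which 135 genes, or 3.21%, were past the threshold. The 135 genes past the threshold were replaced by 10000 random lists of the same size matched on mean expression. For each pathway, the number was compared with the numbers of genes of these lists in it, as a description of these 2 libraries. In cytokine-cytokine receptor interaction, 18 of 91 genes were past the threshold, 2 higher and 16 lower in the SJMHE1 library, 6.17 times the share in the background and at percentile 99.99 of the random lists. In T cell receptor signaling, all 14 genes past the threshold, of 87, were lower, 5.02 times the background share and at percentile 100 of the random lists. Their log2 ratios lay between -2.96 for Cd8b1 and -1.17 for Lat. In JAK-STAT signaling, 8 of 84 genes were past the threshold, 1 higher and 7 lower, 2.97 times the background share and at percentile 96.7. In MAPK signaling, 13 of 174 genes were past the threshold, 6 higher and 7 lower, 2.33 times the background share and at percentile 99.87. The 6 higher genes were Hspa1b, Hspa1a, Hspb1, Hspa1l, Cd14 and Hspa8. The pathways share genes. Of the 43 different genes past the threshold in the 4 pathways, 9 belong to more than 1 pathway. With a log2 ratio of more than 2 in either direction, 2, 5, 1 and 4 genes were left in the pathways in the order given above, and with a pseudocount of 1, 3 genes were left in T cell receptor signaling. Of the 14 genes in T cell receptor signaling, 8 are in the list of T cell marker genes, and 6 genes were left without that list. T cells may also express genes outside the list, such as Cd8b1 and Cd28, so the 6 genes do not show a change apart from T cells. From these pathways, the paper proposes that SJMHE1 might drive the differentiation of B cells into Bregs through multiple targets.

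**Figure D3:**
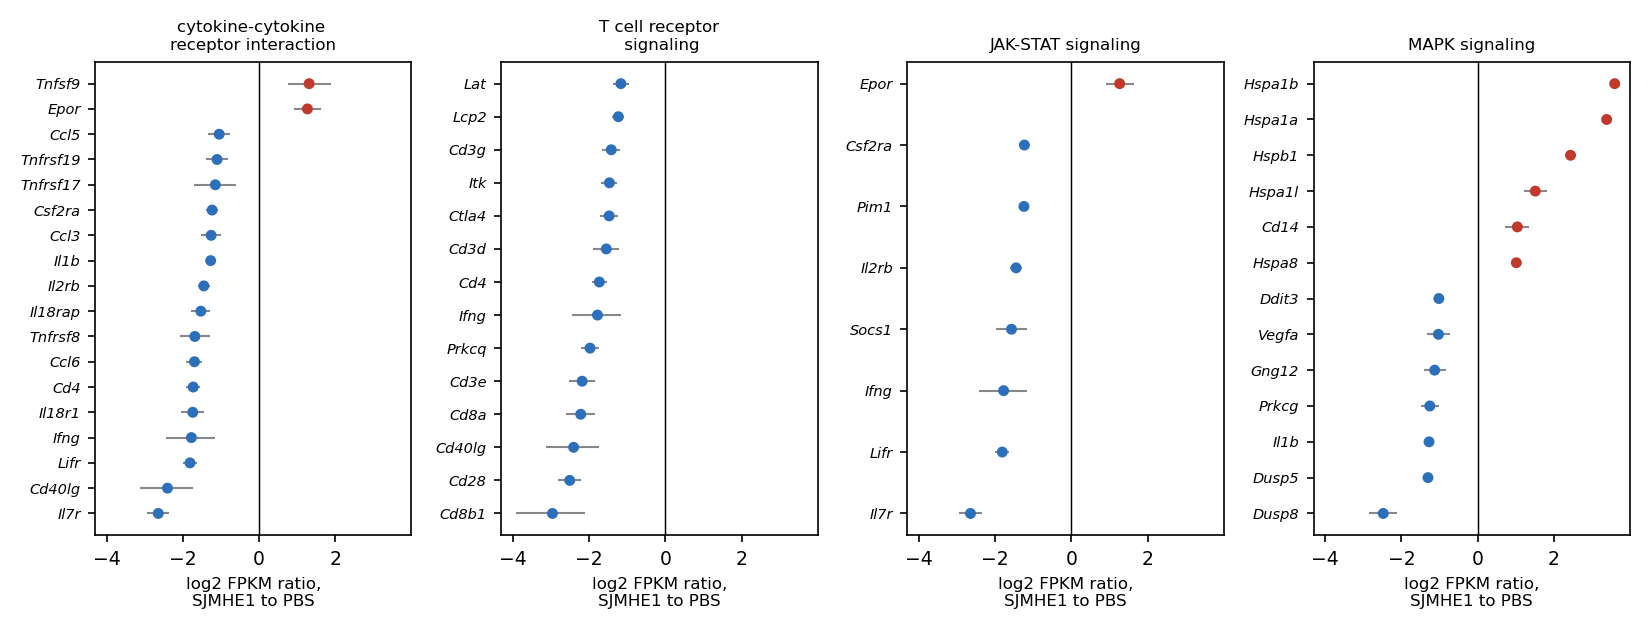
Log2 FPKM ratios of SJMHE1 to PBS for the genes past the threshold in each of the 4 pathways, with the 95% interval from counting error as a bar. Blue points are lower and red points are higher in the SJMHE1 library. All 14 genes of T cell receptor signaling lie below 0, and 6 of 13 genes of MAPK signaling lie above 0.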

### Toxicity of SJMHE1

The safety of SJMHE1 treatment was evaluated during all *in vivo* studies (**Figure 8A**). No animal died in 36 days (date not shown). Compared with the health mice (Control group), no obvious tissue damages and inflammatory infiltration happened after SJMHE1 treatment in the HE staining of heart, liver, spleen, lung, and kidney (**Figure 8B**). SJMHE1 had no impact on mouse body weight (**Figure 8C**). ALT, AST, UREA, and CREA (the liver and kidney function-related blood biochemical values) in the serum of mice on day 36 were detected, and compared with the control, no significant differences have been found in the mice after SJMHE1 administration (**Figures 8D, E**).

**Figure 8:**
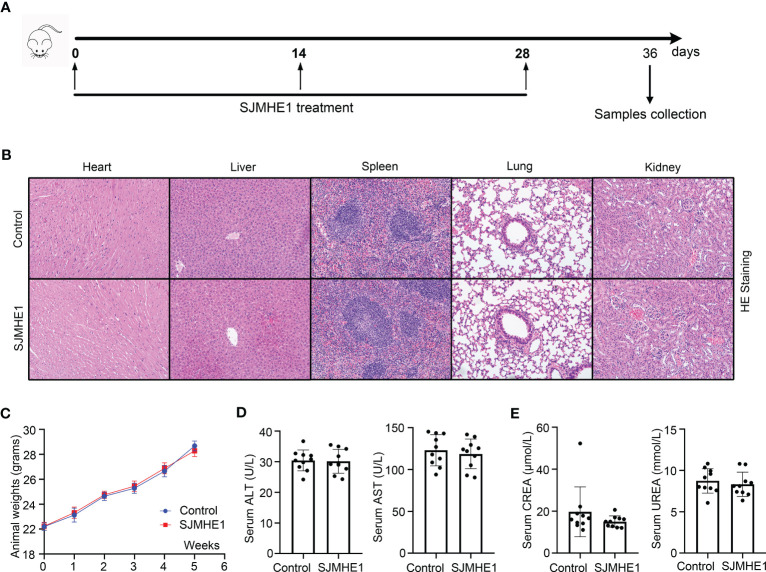
Biocompatibility evaluation of SJMHE1. **(A)** Schematic diagram for SJMHE1 treatment. **(B)** HE staining. **(C)** Body weight of mice. **(D, E)** The indicators reflecting the physiological functions of the liver (ALT and AST) and kidneys (CREA and UREA) were tested. Each dot represents data from one animal, and data are presented as mean ± SD (n = 10) from three independent experiments. Student’ s *t* test.

## Discussion

AR is a widespread allergic disease and the ideal treatment strategies are still lacking. Recently, helminth-E/S are thought to be new promising therapeutics option for immunological disorders (Cruz et al., 2017; Bohnacker et al., 2020; Lothstein and Gause, 2021). Based on the previous findings that SJMHE1 was effective against airway inflammation in allergic asthma mice (Zhang et al., 2019; Li et al., 2021), we further explored the intervention effect of SJMHE1 on OVA-induced AR. To the best of our knowledge, this is the first report about the roles of helminth-E/S in AR.

OVA intraperitoneal injection followed by repeated upper-airway OVA challenge (intranasal) was used to induce allergic inflammation of the nasal mucosa, which is the well-established protocols of AR model (Suzuki et al., 2020; Fang et al., 2021). The nasal symptoms (eg, rubbing and sneezing) and antigen-specific IgE in serum play important roles in AR diagnosis (Greiner et al., 2011). Compared with PBS and OVA^323-339^, SJMHE1 effectively attenuated the allergic nasal symptoms, rubbing-caused nasal skin denudation, and OVA-specific IgE in OVA-induced AR mice, which was sufficient to demonstrate that SJMHE1 had an intervention effect on AR. In addition, compared with PBS, OVA^323-339^ did not exhibit intervention effect, partly suggesting that the SJMHE1’ effectiveness had certain specificity.

The nasal mucosa inflammation of AR is characterized by the eosinophils recruited to the nasal mucosa and the increased level of type-2 cytokines (eg, IL-4 and IL-13) (Meng et al., 2019). Our results showed that SJMHE1 was effective in alleviating nasal mucosa eosinophil infiltrations, accompanied by reduced protein levels of IL-4 and IL-13 in NALF. These findings were similar to previous reports that SJMHE1 possessed strong ability to inhibit local (lung) type-2 immune response in asthma animals (Zhang et al., 2019; Li et al., 2021). Furthermore, in this study, we first investigated the distribution of SJMHE1 in local (nasal mucosa) or peripheral (spleen) immune organ in AR mice, and found that SJMHE1 could accumulate in spleen, but not in the nasal mucosa. Added to the fact that compared with PBS and OVA^323-339^, SJMHE1 treatment significantly reduced the expression of IL-4 and IL-13 in AR mouse spleen and serum, and decreased the levels of OVA-specific IgE in serum, we considered that the intervention roles of the SJMHE1 in AR were mediated through the systemic immune response, indicating that SJMHE1 might also have intervention effect on other type-2 diseases.

The percentage of Bregs significantly decreased in the peripheral blood of AR patients (Kim et al., 2016; Wang and Tan, 2020) and in OVA-challenged AR mouse (Wang et al., 2019a). The subset of Bregs in peripheral blood was described to suppress the Th2 response through the secretion of IL-10 (Braza et al., 2014; Stanic et al., 2015). Bregs regulate the immune tolerance in AR and Bregs-based immunotherapy is in the making (Fan et al., 2022). Interestingly, Breg cells are considered relevant in helminth infection disease (van der Vlugt et al., 2014; Li et al., 2022), and during Schistosoma infection, active Breg cells were enriched in the spleen and suppressed allergic responses *via* elevated IL-10 production (Amu et al., 2010; van der Vlugt et al., 2012). Thus, whether SJMHE1 has a regulatory effect on Breg is worth exploring. In this study, we found that SJMHE1 (1) mostly bound to spleen B cells; (2) increased the proportion of Bregs and its major subpopulation B10 in AR mouse, together with the upregulation of *Hspa1a* and *Hspa1b* (encode HSP70 that are primarily expressed on Bregs); (3) enhanced the levels of IL-10; (4) upregulated the protein levels of Prdm1 in spleen; (5) could significantly induce the numbers of IL-10 producing B cells *in vitro*. Taken together, these data strongly confirmed that SJMHE1 had the ability to up-regulate the proportion of Bregs, which might partly explain its protective effect in AR. Although, we do not know how SJMHE1 regulate Bregs, it is still an interesting attempt to regard SJMHE1 as the agonist of Bregs and to treat other inflammatory disease.

In recent years, the therapeutic potential of SJMHE1 in several animal models has been verified (Lothstein and Gause, 2021), while, it is necessary to explore its toxicology. Compared with health mice, no significant changes in survival, body weight, pathological changes (including heart, liver, spleen, lungs and kidneys) and serum indices were found post SJMHE1 treatment, partially confirming the safety of SJMHE1 administration.

This study does have a number of limitations: (1) Different doses of SJMHE1 and different time points of SJMHE1 administration should be investigated, which are used to determine the optimal concentration and time of SJMHE1 for AR treatment. (2) Although the FITC-labeled SJMHE1 could be taken up by B cells, this effector mechanism is not clear.

In conclusions, SJMHE1 effectively reduced allergic symptoms and inflammatory parameters in the AR mouse, providing a potential therapeutic modality in AR.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number(s) can be found below: NCBI Gene Expression Omnibus; accession number GSE229347.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Jiangsu University.

## Author contributions

XG, CM, LD conceived and designed the experiments. XG, CM, TZ, XX, LD analyzed the data. XG, CM, TZ, XX, XL, SZ, JL, XW, XC, LD performed the experiments. The manuscript was written by XG, CM, LD. All authors read and approved the final manuscript.

## References

[B1] AmuS.SaundersS. P.KronenbergM.ManganN. E.AtzbergerA.FallonP. G. (2010). Regulatory b cells prevent and reverse allergic airway inflammation *via* FoxP3-positive T regulatory cells in a murine model. J. Allergy Clin. Immunol. 125 (5), 1114–1124.e1118. doi: 10.1016/j.jaci.2010.01.018 20304473

[B2] BohnackerS.TroisiF.de Los Reyes JimenezM.Esser-von BierenJ. (2020). What can parasites tell us about the pathogenesis and treatment of asthma and allergic diseases. Front. Immunol. 11. doi: 10.3389/fimmu.2020.02106 PMC751605133013887

[B3] BousquetJ.AntoJ. M.BachertC.BaiardiniI.Bosnic-AnticevichS.Walter CanonicaG.. (2020). Allergic rhinitis. Nat. Rev. Dis. Primers 6 (1), 95. doi: 10.1038/s41572-020-00227-0 33273461

[B4] BrazaF.ChesneJ.CastagnetS.MagnanA.BrouardS. (2014). Regulatory functions of b cells in allergic diseases. Allergy 69 (11), 1454–1463. doi: 10.1111/all.12490 25060230

[B5] BrozekJ. L.BousquetJ.AgacheI.AgarwalA.BachertC.Bosnic-AnticevichS.. (2017). Allergic rhinitis and its impact on asthma (ARIA) guidelines-2016 revision. J. Allergy Clin. Immunol. 140 (4), 950–958. doi: 10.1016/j.jaci.2017.03.050 28602936

[B6] ColtherdJ. C.RodgersD. T.LawrieR. E.Al-RiyamiL.SucklingC. J.HarnettW.. (2016). The parasitic worm-derived immunomodulator, ES-62 and its drug-like small molecule analogues exhibit therapeutic potential in a model of chronic asthma. Sci. Rep. 6, 19224. doi: 10.1038/srep19224 26763929PMC4725896

[B7] CruzA. A.CooperP. J.FigueiredoC. A.Alcantara-NevesN. M.RodriguesL. C.BarretoM. L. (2017). Global issues in allergy and immunology: parasitic infections and allergy. J. Allergy Clin. Immunol. 140 (5), 1217–1228. doi: 10.1016/j.jaci.2017.09.005 29108604

[B8] DongL.WangX.TanJ.LiH.QianW.ChenJ.. (2014). Decreased expression of microRNA-21 correlates with the imbalance of Th17 and treg cells in patients with rheumatoid arthritis. J. Cell Mol. Med. 18 (11), 2213–2224. doi: 10.1111/jcmm.12353 25164131PMC4224555

[B9] DongL.WangY.ZhengT.PuY.MaY.QiX.. (2021). Hypoxic hUCMSC-derived extracellular vesicles attenuate allergic airway inflammation and airway remodeling in chronic asthma mice. Stem Cell Res. Ther. 12 (1), 4. doi: 10.1186/s13287-020-02072-0 33407872PMC7789736

[B10] EifanA. O.DurhamS. R. (2016). Pathogenesis of rhinitis. Clin. Exp. Allergy 46 (9), 1139–1151. doi: 10.1111/cea.12780 27434218

[B11] FanK.JinL.YuS. (2022). Roles of regulatory b cells in the pathogenesis of allergic rhinitis. Allergol Immunopathol. (Madr) 50 (5), 7–15. doi: 10.15586/aei.v50i5.615 36086958

[B12] FangZ.YiF.PengY.ZhangJ. J.ZhangL.DengZ.. (2021). Inhibition of TRPA1 reduces airway inflammation and hyperresponsiveness in mice with allergic rhinitis. FASEB J. 35 (5), e21428. doi: 10.1096/fj.201902627R 33774861

[B13] GreinerA. N.HellingsP. W.RotirotiG.ScaddingG. K. (2011). Allergic rhinitis. Lancet 378 (9809), 2112–2122. doi: 10.1016/S0140-6736(11)60130-X 21783242

[B14] HarnettW.HarnettM. M. (2010). Helminth-derived immunomodulators: can understanding the worm produce the pill? Nat. Rev. Immunol. 10 (4), 278–284. doi: 10.1038/nri2730 20224568

[B15] KimA. S.DohertyT. A.KartaM. R.DasS.BaumR.RosenthalP.. (2016). Regulatory b cells and T follicular helper cells are reduced in allergic rhinitis. J. Allergy Clin. Immunol. 138 (4), 1192–1195.e1195. doi: 10.1016/j.jaci.2016.03.017 27142393PMC5053844

[B16] KosakaS.TamauchiH.TerashimaM.MaruyamaH.HabuS.KitasatoH. (2011). IL-10 controls Th2-type cytokine production and eosinophil infiltration in a mouse model of allergic airway inflammation. Immunobiology 216 (7), 811–820. doi: 10.1016/j.imbio.2010.12.003 21257225

[B17] LiL.ShanW.ZhuH.XueF.MaY.DongL.. (2021). SJMHE1 peptide from schistosoma japonicum inhibits asthma in mice by regulating Th17/Treg cell balance *via* miR-155. J. Inflammation Res. 14, 5305–5318. doi: 10.2147/JIR.S334636 PMC852381134703270

[B18] LiM.WangH.NiY.LiC.XuX.ChangH.. (2022). Helminth-induced CD9(+) b-cell subset alleviates obesity-associated inflammation *via* IL-10 production. Int. J. Parasitol. 52 (2-3), 111–123. doi: 10.1016/j.ijpara.2021.08.009 34863801

[B19] LothsteinK. E.GauseW. C. (2021). Mining helminths for novel therapeutics. Trends Mol. Med. 27 (4), 345–364. doi: 10.1016/j.molmed.2020.12.010 33495068PMC9884063

[B20] MengY.WangC.ZhangL. (2019). Recent developments and highlights in allergic rhinitis. Allergy 74 (12), 2320–2328. doi: 10.1111/all.14067 31571226

[B21] NavarroS.PickeringD. A.FerreiraI. B.JonesL.RyanS.TroyS.. (2016). Hookworm recombinant protein promotes regulatory T cell responses that suppress experimental asthma. Sci. Transl. Med. 8 (362), 362ra143. doi: 10.1126/scitranslmed.aaf8807 27797959

[B22] OkadaH.KuhnC.FeilletH.BachJ. F. (2010). The 'hygiene hypothesis' for autoimmune and allergic diseases: an update. Clin. Exp. Immunol. 160 (1), 1–9. doi: 10.1111/j.1365-2249.2010.04139.x PMC284182820415844

[B23] OsbournM.SoaresD. C.VaccaF.CohenE. S.ScottI. C.GregoryW. F.. (2017). HpARI protein secreted by a helminth parasite suppresses interleukin-33. Immunity 47 (4), 739–751.e735. doi: 10.1016/j.immuni.2017.09.015 29045903PMC5655542

[B24] PipkornU.KarlssonG. (1988). Methods for obtaining specimens from the nasal mucosa for morphological and biochemical analysis. Eur. Respir. J. 1 (9), 856–862.3068074

[B25] RenJ.HuL.YangJ.YangL.GaoF.LuP.. (2016). Novel T-cell epitopes on schistosoma japonicum SjP40 protein and their preventive effect on allergic asthma in mice. Eur. J. Immunol. 46 (5), 1203–1213. doi: 10.1002/eji.201545775 26840774

[B26] RosserE. C.MauriC. (2015). Regulatory b cells: origin, phenotype, and function. Immunity 42 (4), 607–612. doi: 10.1016/j.immuni.2015.04.005 25902480

[B27] RzepeckaJ.CoatesM. L.SaggarM.Al-RiyamiL.ColtherdJ.TayH. K.. (2014). Small molecule analogues of the immunomodulatory parasitic helminth product ES-62 have anti-allergy properties. Int. J. Parasitol. 44 (9), 669–674. doi: 10.1016/j.ijpara.2014.05.001 24929132PMC4119935

[B28] SchroderO.SchulteK. M.OstermannP.RoherH. D.EkkernkampA.LaunR. A. (2003). Heat shock protein 70 genotypes HSPA1B and HSPA1L influence cytokine concentrations and interfere with outcome after major injury. Crit. Care Med. 31 (1), 73–79. doi: 10.1097/00003246-200301000-00011 12544996

[B29] ShanW.ZhangW.XueF.MaY.DongL.WangT.. (2021). Schistosoma japonicum peptide SJMHE1 inhibits acute and chronic colitis induced by dextran sulfate sodium in mice. Parasit Vectors 14 (1), 455. doi: 10.1186/s13071-021-04977-y 34488863PMC8422783

[B30] StanicB.van de VeenW.WirzO. F.RuckertB.MoritaH.SollnerS.. (2015). IL-10-overexpressing b cells regulate innate and adaptive immune responses. J. Allergy Clin. Immunol. 135 (3), 771–780.e778. doi: 10.1016/j.jaci.2014.07.041 25240783

[B31] SuzukiM.YokotaM.KanemitsuY.MinW. P.OzakiS.NakamuraY. (2020). Intranasal administration of regulatory dendritic cells is useful for the induction of nasal mucosal tolerance in a mice model of allergic rhinitis. World Allergy Organ J. 13 (8), 100447. doi: 10.1016/j.waojou.2020.100447 32817781PMC7426451

[B32] van der VlugtL. E.LabudaL. A.Ozir-FazalalikhanA.LieversE.GloudemansA. K.LiuK. Y.. (2012). Schistosomes induce regulatory features in human and mouse CD1d(hi) b cells: inhibition of allergic inflammation by IL-10 and regulatory T cells. PLoS One 7 (2), e30883. doi: 10.1371/journal.pone.0030883 22347409PMC3275567

[B33] van der VlugtL. E.ZinsouJ. F.Ozir-FazalalikhanA.KremsnerP. G.YazdanbakhshM.AdegnikaA. A.. (2014). Interleukin 10 (IL-10)-producing CD1dhi regulatory b cells from schistosoma haematobium-infected individuals induce IL-10-positive T cells and suppress effector T-cell cytokines. J. Infect. Dis. 210 (8), 1207–1216. doi: 10.1093/infdis/jiu257 24795476

[B34] WangL.FuY.YuB.JiangX.LiuH.LiuJ.. (2021). HSP70, a novel regulatory molecule in b cell-mediated suppression of autoimmune diseases. J. Mol. Biol. 433 (1), 166634. doi: 10.1016/j.jmb.2020.08.019 32860772

[B35] WangM.GuZ.YangJ.ZhaoH.CaoZ. (2019a). Changes among TGF-beta1(+) breg cells and helper T cell subsets in a murine model of allergic rhinitis with prolonged OVA challenge. Int. Immunopharmacol 69, 347–357. doi: 10.1016/j.intimp.2019.01.009 30776643

[B36] WangX.LiL.WangJ.DongL.ShuY.LiangY.. (2017). Inhibition of cytokine response to TLR stimulation and alleviation of collagen-induced arthritis in mice by schistosoma japonicum peptide SJMHE1. J. Cell Mol. Med. 21 (3), 475–486. doi: 10.1111/jcmm.12991 27677654PMC5323857

[B37] WangZ.TanF. (2020). The blockade of PD-1/PD-L1 pathway promotes the apoptosis of CD19(+) CD25(+) bregs and suppresses the secretion of IL-10 in patients with allergic rhinitis. Scand. J. Immunol. 91 (2), e12836. doi: 10.1111/sji.12836 31598989

[B38] WangY. H.TsaiD. Y.KoY. A.YangT. T.LinI. Y.HungK. H.. (2019b). Blimp-1 contributes to the development and function of regulatory b cells. Front. Immunol. 10. doi: 10.3389/fimmu.2019.01909 PMC670226031474988

[B39] WangX.WangJ.LiangY.NiH.ShiL.XuC.. (2016). Schistosoma japonicum HSP60-derived peptide SJMHE1 suppresses delayed-type hypersensitivity in a murine model. Parasit Vectors 9, 147. doi: 10.1186/s13071-016-1434-4 26971312PMC4789290

[B40] WangX.ZhouS.ChiY.WenX.HoellwarthJ.HeL.. (2009). CD4+CD25+ treg induction by an HSP60-derived peptide SJMHE1 from schistosoma japonicum is TLR2 dependent. Eur. J. Immunol. 39 (11), 3052–3065. doi: 10.1002/eji.200939335 19882655

[B41] XieJ.ShiC. W.HuangH. B.YangW. T.JiangY. L.YeL. P.. (2021). Induction of the IL-10-producing regulatory b cell phenotype following trichinella spiralis infection. Mol. Immunol. 133, 86–94. doi: 10.1016/j.molimm.2021.02.012 33636433

[B42] YangM.DengJ.LiuY.KoK. H.WangX.JiaoZ.. (2012). IL-10-producing regulatory B10 cells ameliorate collagen-induced arthritis *via* suppressing Th17 cell generation. Am. J. Pathol. 180 (6), 2375–2385. doi: 10.1016/j.ajpath.2012.03.010 22538089

[B43] ZhangW.LiL.ZhengY.XueF.YuM.MaY.. (2019). Schistosoma japonicum peptide SJMHE1 suppresses airway inflammation of allergic asthma in mice. J. Cell Mol. Med. 23 (11), 7819–7829. doi: 10.1111/jcmm.14661 31496071PMC6815837

How the deposited data were processed for this re-analysis (not part of the article)

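RNA of B cells sorted from the spleens of the Control, PBS and SJMHE1 groups was sequenced, with the samples of 3 mice mixed per group, which gives 3 libraries in the series and 1 library per group. The authors deposited 1 table of 27088 genes with annotation, coordinates, counts and FPKM. The counts deposited by the authors are whole numbers per gene and are not normalized. The FPKM values deposited by the authors, which scale the counts by gene length and library size, are rounded to 2 decimals, and 291 genes of the PBS library and 312 genes of the SJMHE1 library are listed at an FPKM of 0 although reads were counted. The sequencing was done by LC-BIO and the data were analyzed on the LC-Bio Cloud Platform. The paper's text does not name the aligner, the counting tool, their versions or the genome build, and it does not say whether the counting used strand. The coordinates of 24347 of the genes are those of GENCODE M21 on GRCm38, with 27025 of the identifiers found there. A gene name is given to more than 1 identifier in 51 cases.

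The names of 4 value columns match the PBS or the SJMHE1 library. The names of 2 further columns of per-sample values match no sample of the series, and these columns were not used. The comparisons of the PBS and SJMHE1 groups with the Control group, which were set before the data were examined, were therefore not made, and neither were their pathways.

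The SJMHE1 injections contained incomplete Freund's adjuvant and the PBS injections did not. With 1 library per group, no test across replicates is possible, and the differences are descriptions of the 2 libraries. The main measure was the log2 ratio of the FPKM values, SJMHE1 to PBS, without a pseudocount, as the paper's additional files give the ratio of 2 FPKM values. Genes needed an FPKM of at least 1 in at least 1 library and above 0 in both, which left 12433 genes, and the threshold was a log2 ratio above 1 in either direction. The test for counts that needs replicates could not be fitted. For gene lists, the FPKM minimum was 0.1 in at least 1 library. The percentile of a list's median was taken among 10000 random lists of the same size, each gene being replaced by 1 of the 200 genes nearest in mean expression. For a pathway, the genes past the threshold were replaced in this way, and the replacements that fell in the pathway were counted. The interval of a gene's log2 ratio comes from the exact Clopper-Pearson interval of its counts, and that of a list's median comes from 2000 resamples of the counts, each at the 95% level. Both cover counting error only.

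The genes named are every gene or protein the paper names, the 5 genes with the highest and the 5 with the lowest ratio among genes with an FPKM of at least 1 in both libraries, and genes of a list where the list is reported. The values of some of these genes are not reported here. Il13 is not among the genes of the table. The 19 gene lists are B cell, T cell, macrophage, NK cell, neutrophil, erythroid, dendritic cell, eosinophil, plasma cell, marginal zone B cell, germinal centre B cell, regulatory B cell, heat shock, immediate early, ER stress, housekeeping, mitochondrial, immunoglobulin constant and sex. They were written before the deposited data were examined, as were the main settings and the alternatives to them. The first rows of the paper's additional files, which give values of these same libraries, had been read by then. Genes seen there, such as Trac, Cd28, Dnajb1 and Hspb1, were left out, so the lists were not written blind to the paper's results. The alternatives for the number of genes were pseudocounts of 0.1 and 1, no filter, an FPKM of at least 1 in both libraries or of at least 5 in at least 1, rescaling of each library to a sum of 1000000, centring on the median, rescaling without the 50 most abundant genes and protein-coding genes alone. A minimum of 1 count in both libraries after scaling each library to a sum of 1000000, and edgeR's exact test with an assumed coefficient of variation in 12 settings, were added after the data were examined. The calls of the exact test were counted both by the FPKM ratio and by the test's own ratio. That test compares the 2 libraries and not the conditions.

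The calculations were tested on simulated libraries. Of 200 genes changed 4-fold, 100% were recovered past the threshold, and 72 of 11940 unchanged genes were past it, of which 0 had a mean count of at least 50. The exact test recovered 100% of 200 changed genes, all of them well counted, and called 0 of 13135 unchanged genes. Variation between mice is not known for the real libraries, so these numbers are not their rates of false calls. Unchanged lists of 15 genes had a mean percentile of 48.6 over 200 lists, and 94.9% of true ratios lay inside their counting interval for 11688 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with edgeR 4.0.16 were used.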

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

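Among the 18 gene lists with enough genes, the median log2 ratio of SJMHE1 to PBS was compared with random lists matched on mean expression. For 4 lists it lay above the middle 95% of random lists, where 0.45 lists would lie if genes within a list varied independently. Genes of 1 cell type or response can vary together, so the number to be met without an effect of treatment is not known. The paper does not report on the 4 lists. The lists below the middle 95% are among the other observations. The bound and the tests of explanations below were chosen after the values were seen. With 1 pooled library per group, differences between mice and between sorts stay open for each list, and so does the incomplete Freund's adjuvant that the SJMHE1 group received and the PBS group did not.

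The heat shock list, which holds neither Hspa1a nor Hspa1b, had a median of 0.84, with 15 of 16 genes higher in the SJMHE1 library. Hsph1 rose most, with a log2 ratio of 2.27, and the abundant Hspa8 and Hsp90ab1 had ratios of 1.02 and 0.63. Counting error is argued against by the lower bound of the interval, 0.80. Reads shared between Hspa1a and Hspa1b do not enter the median, since the list was written without these genes, and reads shared between other genes of the list were not tested. Handling stress in general would raise immediate early genes, whose median was -0.12 with 6 genes higher and 15 lower, which decides nothing. The paper's FPKM in the Control and PBS groups was 1.00 and 153 for Hspa1a and 1.66 and 176 for Hspa1b. For Fosb, which is in no list, it was 3.16 and 723, and the SJMHE1 library held 733. What set both libraries apart from the Control group in these genes was not tested. A stress limited to heat or protein damage during sorting was not tested either. A larger share of regulatory B cells would raise regulatory B cell genes, whose median was -0.33 with 4 genes higher and 14 lower. That list holds genes that T cells or NK cells may also express, such as Gzmb, Fasl, Tigit, Cd5 and Il10. It also holds abundant genes such as Cd24a that would hide a small share. A larger share of regulatory B cells and handling of the pooled cells therefore cannot be told apart from an effect of SJMHE1 or of its adjuvant.

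The erythroid list had a median of 0.43, with 9 of 9 genes higher. The lower bound of the interval was 0.34, which argues against counting error. Hbb-bs was the most abundant gene of the list, with an FPKM of 49.2 in the PBS library and 62.3 in the SJMHE1 library. More red cell RNA among the sorted cells stays open, as the 9 higher genes are the pattern itself and no test apart from it was made, and so does a difference between the mice.

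The ER stress list had a median of 0.27, with 7 genes higher and 3 lower. The lower bound of 0.20 argues against counting error. Ddit3 and Atf4 fell, with log2 ratios of -1.02 and -0.46, while the chaperone Hspa5 rose, with a ratio of 0.28. No biological explanation was tested beyond the groups themselves.

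The marginal zone B cell list had a median of 0.18, with 6 genes higher and 3 lower, and 3 of its 9 genes are also in the regulatory B cell list. Cr2 rose from an FPKM of 136 to 218. The lower bound of 0.11 argues against counting error. A lower share of other cells among the sorted cells would raise the B cell list as well, whose median was 0.012 with 10 genes higher and 5 lower, which decides nothing. A shift between B cell subsets, by treatment or between mice, stays open.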

How the results depend on the processing

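The alternatives were set before the data were examined unless it is said otherwise, and the cause of each change was not tested unless it is named. No paired analysis was possible because each group has 1 library and the comparison comes from no test. The alternatives for the comparisons against the Control group were not run, since these comparisons were not made.

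The number of genes past the threshold, 302 higher and 444 lower, followed the filter on low values. It was 1367 and 2018 without a filter, 101 and 151 with an FPKM of at least 1 in both libraries, 52 and 93 with an FPKM of at least 5 in at least 1 library, 89 and 171 for protein-coding genes and 120 and, rounded, 1.6e+02 with a pseudocount of 1, where 42.4% were higher. The filters change the number of genes compared by their construction. Each of these settings gave more lower than higher genes. The numbers stayed within 1.5 times under the other alternatives, with 281 and 418 for a pseudocount of 0.1, 342 and 389 for rescaled sums, 309 and 437 for centring on the median and 321 and 416 without the 50 most abundant genes. The share of higher genes was 40.5% in the main setting. Rescaling to equal sums moved the median of all genes by 0.083.

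Among the settings added after seeing the data, a minimum of 1 count in both libraries, scaled to a sum of 1000000, gave 158 higher and 284 lower genes of 12991. With edgeR's exact test on these genes, which compares 2 libraries and rests on an assumed coefficient of variation, the numbers were also 158 and 284 for assumed values of 0.1, 0.15 and 0.2, with TMM or without normalization. With TMM they were 125 and 229 at 0.25, 66 and 137 at 0.3 and 27 and 52 at 0.4. Without normalization they were 115 and 236, 60 and 146, and 26 and 55. Counted by the test's own ratio in place of the FPKM ratio, the numbers up to 0.2 were 165 and 273 with TMM and 155 and 293 without normalization. The number did not change with an assumed coefficient of up to 0.2 and fell from 0.25 upward, and these data cannot give the coefficient.

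The log2 ratios of Hspa1b and Hspa1a left their counting intervals under rescaled sums alone, at 3.68 and 3.47. Their ranks were 11 and 13 in the main setting, 1 and 2 with a pseudocount of 1, 56 and 68 without a filter and 3 and 5 among protein-coding genes.

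In the pathways, the number of genes past the threshold in cytokine-cytokine receptor interaction, T cell receptor signaling, JAK-STAT signaling and MAPK signaling was 7, 3, 4 and 7 with a pseudocount of 1, 7, 5, 3 and 8 with an FPKM of at least 1 in both libraries, and 2, 5, 1 and 4 with a log2 ratio above 2. Without the genes of the T cell list, T cell receptor signaling had 6 genes and was at percentile 98.8 of the random lists. The other pathways had 17, 8 and 13 genes. The list does not hold every gene that T cells may express, so this setting does not take all of them out. With a log2 ratio above 2, cytokine-cytokine receptor interaction was at percentile 69.1 and JAK-STAT signaling was at 60.4. T cell receptor signaling was at 99.98 and MAPK signaling at 98.56 in that setting. With a pseudocount of 1, the percentiles were 99.985, 95.895, 99.13 and 99.875 in the order given above. With the 454 genes of additional file 1 in place of the genes past the threshold, the pathways had 19, 12, 11 and 14 genes.

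Of the medians of the gene lists, a pseudocount of 1 moved T cell to -0.89, NK cell to -0.30, dendritic cell to -0.20, germinal centre B cell to -0.60 and heat shock to 0.78, and a pseudocount of 0.1 moved T cell to -1.47 and NK cell to -1.08. A pseudocount shrinks the ratios of low genes by its construction. Rescaled sums add 0.083 to each ratio by construction, and moved B cell to 0.095, plasma cell to -0.21, marginal zone B cell to 0.26, heat shock to 0.92, immediate early to -0.034, ER stress to 0.35, housekeeping to -0.023, mitochondrial to 0.14 and immunoglobulin constant to -0.11. They reversed macrophage from -0.06 to 0.019. Centring moved mitochondrial to 0.062. The other medians stayed within their counting intervals, 18 of 18 with an FPKM of at least 1 in at least 1 library.

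Depth limits the genes with low counts. Of the 746 genes past the threshold, 261 had fewer than 50 counts in both libraries, and 73 had 3 counts or fewer in a library, so that their ratio rests on few reads.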

Differences from the paper's values

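The paper's number of upregulated genes in the SJMHE1 group relative to the PBS group is 162, and 302 genes were higher here. Of the alternatives set before the data were examined, a pseudocount of 1 gave 120 genes, within 1.5 times of the paper's number, and the others did not come within it. The paper's number of downregulated genes is 292, and 444 genes were lower here. A pseudocount of 0.1 gave 418, rescaled sums 389, centring on the median 437 and rescaling without the 50 most abundant genes 416, all within 1.5 times, and the other alternatives did not come within it. No single alternative set before the data were examined came within 1.5 times of both numbers.

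A minimum of 1 count in both libraries, scaled to a sum of 1000000 and chosen after seeing the values and the paper's table, gave 158 higher and 284 lower genes. The same numbers came from edgeR's exact test on these genes with an assumed coefficient of variation of 0.1, 0.15 or 0.2, with TMM or without normalization. With the test's own ratio in place of the FPKM ratio, these coefficients gave 165 higher and 273 lower genes with TMM and 155 and 293 without normalization. All of these came from 12 settings of the test, each counted by both ratios, which were run after seeing the values in search of the paper's calls. Of the genes called by the FPKM ratio, 440 are in additional file 1, whose 454 genes were all found in the deposited table, and 317 of the 454 were past the threshold in the main setting. At an assumed coefficient of 0.1, the log10 p-values had a median ratio to the paper's of 0.999999995 with TMM and 1.019 without normalization. At 0.15 the median ratios were 0.584 and 0.588. Of the 12 settings, TMM at 0.1 gave the median ratio closest to 1. The median alone does not show how close each p-value was. The smallest p-value of additional file 1 and its q-value imply 12991 tests, which is the number of genes that pass this minimum in both libraries. The paper's legend of Fig. 6E gives a p-value threshold and a threshold on the fold change, and the paper's text names neither the test nor an assumed coefficient.

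The fold change of Hspa1a by sequencing was 10.5, while the paper's fold change by real-time PCR in B cells is about 34 in Fig. 6F, read by eye. For Hspa1b it was 12.1 by sequencing, and the paper's is about 39 in Fig. 6F, read by eye. The alternatives set for these genes before the data were examined were a pseudocount of 1, no filter, rescaled sums, centring on the median and protein-coding genes alone, and none of these closed the gap for either gene. Both assays give a ratio of the groups, but they are not alike in other ways. The paper normalized real-time PCR to Actb, while the sequencing ratio is one of FPKM values in 1 pool per group. By sequencing, Actb had a log2 ratio of 0.14.

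The copies of the paper's additional files 2 and 3 that were read here hold 446 of the paper's 3437 genes and 570 of the paper's 3466 genes, so no overlap or set was tested with them.

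The paper states that Hspa1a and Hspa1b were the most upregulated genes. In the main setting they ranked 13 and 11. They ranked 2 and 1 among genes with an FPKM of at least 1 in both libraries, and also with a pseudocount of 1. In the paper's additional file 1, Mfsd4a has an FPKM of 0.694 in the PBS group and 8.29 in the SJMHE1 group, a ratio between those of Hspa1b and Hspa1a.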

Other observations

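The tests in this part were chosen after the results were seen, and each explanation is a hypothesis found and tested on the same 2 libraries.

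T cell genes were lower in the SJMHE1 library. The median log2 ratio of the T cell list was -1.79, at percentile 0.0 of random lists, and 20 of 20 genes were lower. Trbc2 fell from an FPKM of 14.6 to 3.46 and Trac, outside the list, from 9.42 to 1.69. Lck and Cd2 had an FPKM of 27.9 and 92.5 in the PBS library, with log2 ratios of -0.15 and -0.44, which are levels that B cells may contribute to. Fewer T cells among the sorted cells stays open, as the 20 lower genes are the pattern itself and no test apart from it was made. Fewer cells of every other type is argued against by the erythroid list, whose median was 0.43. The NK cell list had a median of -1.51 with 9 of 9 genes lower, and the dendritic cell list a median of -0.93. An effect of SJMHE1 or of its adjuvant on splenic T cells that were sorted along, and a difference in sorting, were not separated.

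Of the pathways named by the paper for this comparison, T cell receptor signaling had 8 genes past the threshold that are in the T cell list. All 14 genes past the threshold in T cell receptor signaling were lower. The 54 genes of that pathway with a mean FPKM of at least 10 had a median log2 ratio of -0.072, which would be near 0 with less RNA of T cells and with lower signaling genes in T cells alike, and so does not separate these. The 9 genes of the T cell list outside the pathway were all lower, with a median of -1.97, which argues against a change limited to genes of the pathway. Without the T cell list, 6 genes past the threshold were left in the pathway, namely Lcp2, Ctla4, Cd28, Cd40lg, Cd8b1 and Ifng. T cells may express these genes too, so they do not show a part of the pathway apart from T cells. In MAPK signaling, 5 of the 13 genes past the threshold are heat shock genes. Without heat shock genes, 8 genes were left and the pathway was at percentile 92.8 of the random lists. Leaving out genes past the threshold lowers the percentile by construction, and leaving out other genes past the threshold was not compared, so this does not tell whether the heat shock genes account for the pathway.

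The paper's measurements of Bregs were made by flow cytometry after stimulation and are not analysed here. In the sorted cells, Il10 had 129 counts in the PBS library and 92 in the SJMHE1 library, a log2 ratio of -0.57 with a counting interval from -0.97 to -0.17. Prdm1 had 709 and 711 counts, a log2 ratio of -0.08 with an interval from -0.23 to 0.08. Cd5 had a ratio of -1.39 and Cd1d1 of 0.14. Il4 had 34 and 10 counts. T cells may also express Cd5, Il10 and Il4, and the T cell list had a median of -1.79. The lower values of these 3 genes therefore do not show a change in B cells. Adgre1 had a ratio of -0.55, Cd4 of -1.73, Actb of 0.14 and Gapdh of -0.40. The FPKM of Itgax fell from 3.23 to 1.61.

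Germinal centre B cell genes were lower, with a median of -0.78, at percentile 0.0 of random lists, and 9 of 10 genes lower. Bcl6 rose, with a ratio of 0.29. The upper bound of the interval, -0.68, argues against counting error. Among immunoglobulin constant genes, whose median was -0.19, Ighe had a log2 ratio of -1.74, Ighg1 of -1.57 and Igha of -1.06, which were singled out after their values were seen. SJMHE1, its adjuvant and differences between the pooled mice stay open, and none of these was tested.

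Ribosomal RNA loci were lower in the SJMHE1 library. A locus named CT010467 on chromosome 17 from 39846353 to 39848201 and annotated as ribosomal RNA fell from 1225338 to 358096 counts, a log2 ratio of -1.86. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 had a median of -0.92, while the mitochondrial mRNA list had a median of 0.05. Less complete removal of ribosomal RNA in the PBS library is a candidate explanation, and no biological explanation was tested. Besides Trac, the genes with the lowest ratios among genes with an FPKM of at least 1 in both libraries were Gm10800, Gm23935, Gm24270 and Gm15564, with log2 ratios of -3.84, -2.43, -2.43 and -2.40.

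Some of the largest ratios lie at overlapping gene models. Ndor1 is the first gene of the paper's additional file 1. The model ENSMUSG00000115018 on chromosome 2 fell from 1405 to 58 counts, while the overlapping model ENSMUSG00000006471 rose from 2777 to 4957 counts. Summed over the 3 models of Ndor1, the log2 ratio of the counts scaled by library size was 0.19. For Zc3h11a, 1 model fell from 852 to 85 counts and the other rose from 1313 to 1823, and the summed log2 ratio was -0.27. Of the 47 genes with a ratio above 8-fold in either direction, 42.6% overlap another gene with counts on the same strand, against 20.6% of the genes compared, at percentile 99.6 of matched random lists. This is consistent with reads being divided differently between overlapping models in the 2 libraries.

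Several lists lay below the middle 95% of random lists, a side for which no bound was applied in choosing results. The percentile was 0.02 for NK cell, 0.9 for dendritic cell, 0.4 for plasma cell, with a median of -0.29, 0.56 for neutrophil, with a median of -0.25, 0.22 for regulatory B cell and 1.62 for immunoglobulin constant. The lists inside the middle 95% besides those above were macrophage, eosinophil and housekeeping, with medians of -0.06, -0.27 and -0.11 and percentiles of 37.9, 13.5 and 20.9. Of the sex list, 1 gene was used, Xist, with an FPKM of 62.8 in the PBS library and 78.9 in the SJMHE1 library, in libraries of female mice. Mid1 on chromosome X and the pseudogenes Mid1-ps1 and Gm21742 on chromosome Y, singled out after their values were seen, had log2 ratios of 1.89, 2.00 and 1.92.

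The paper's additional file 3 gives the paper's FPKM of Hspa1a as 1.00 in the Control group and 153 in the PBS group, and that of Hspa1b as 1.66 and 176. Its first gene, Fosb, has the paper's FPKM of 3.16 in the Control group and 723 in the PBS group. In additional file 2, the first gene, Itgad, has the paper's FPKM of 504 in the Control group and 0.914 in the SJMHE1 group. The Control library was not analysed here.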
